A study of Homo sapiens with 24 samples. Its data were reported in "NOTCH-mediated non-cell autonomous regulation of chromatin structure during senescence" (2018).

How the data were processed

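ATAC-seq libraries were made by the authors from IMR90 fibroblasts with 13 cycles of PCR and a size selection of 170 to 400 bp, at passages 23 to 28. Reads were single-end. The authors mapped them to hg19 with BWA 0.7.12, removed adapters and reads of low mapping quality with Cutadapt 1.10.0, removed reads in blacklisted regions, estimated a fragment size per library, and called peaks in each library with MACS2 2.1.0, extending reads to that size. No replicates were pooled, and no control library was stated. The authors tested read counts per region with edgeR and THOR. Reads were not analysed here, so that test was replaced by a comparison of where peaks lie, which sees a peak appear or vanish but not a peak that becomes taller. ATAC-seq cut sites are often shifted to the centre of the transposase; the sources used here do not give such a shift, which would move peak edges by a few bases.

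Each of the 24 deposited lists gave the position of every peak, its score, its fold enrichment and its significance. The score deposited by the authors is a whole number made from the q-value. The fold enrichment deposited by the authors is the ratio of the pileup at the summit to the local background of the same library. The −log10 p and −log10 q deposited by the authors come from a Poisson test of that pileup. These are the authors' own values per peak, and they were used to rank, filter or describe peaks within 1 list and, for fold and p, to estimate the reads of each library. The weakest peaks had a −log10 q of 1.30 to 1.33 in every library. Lists held 52224 to 197002 peaks with a median width of 185 to 231 bp, and at most 0.924% lay outside chromosomes 1 to 22 and X and were not used. No value column of a sample was set aside (0 columns).

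Depth was recovered from the lists. Fold and p together give back a whole-number pileup and its background, which returned the deposited −log10 p within 0.005 for 100% of the peaks of every library. The lowest background, the shortest peak as the fragment size (104 to 129 bp) and an effective genome of 2.7 Gb, the default of MACS2 and an assumption here, gave an estimated 11.5 M to 50.8 M reads per library. Depth limits which weak peaks are found: a region with no peak was not detected at that depth, which does not show that it was closed. No binomial interval was given, since a peak is not a count of molecules.

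Groups came from the sample titles. The study excluded 1 NIS and 1 N+RIS library for quality without naming it. Here these were taken to be the library with the fewest peaks in each group, replicate 1 in both, which kept 22 libraries. At most 0.0911% of intervals were identical between any 2 libraries of a group, so no library was counted as a duplicate. The labels do not say whether replicates were separate cultures, so p-values measure only the spread between these libraries, which may be technical.

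Peaks that overlapped by at least 1 bp were merged, and merged peaks with a peak in at least 2 libraries of a group were that group's consensus peaks. Consensus peaks of all 8 groups merged into 248915 regions. A region was gained or lost when all libraries of 1 group and none of the other had a peak in it. The share of RIS-gained regions in another group was set against a RIS library left out of the definition, over every choice of that library, and the definition was repeated at each split of an exact permutation test. Regions present in both Growing and RIS and matched in 10 bins of rank gave a reference for what each library can detect. Comparisons at equal length used the best 73215 peaks of each library, the size of the shortest list kept, which pushes gains and losses towards balance by construction. Exact two-sided permutation tests took libraries as the unit, with Benjamini-Hochberg adjustment within each family and a threshold of 0.05. Jaccard indices, consensus counts and motif shares had no test.

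Genes came from GENCODE annotation of the same build. A region belonged to the nearest TSS of a protein-coding gene within 100 kb, and a promoter was within 1 kb of a TSS. The nearest gene need not be the gene a region regulates. Gene lists were tested by permutation, two-sided, against 10000 random lists of as many genes matched on the number of regions, over 16 lists, 7 comparisons and both directions (224 tests). The matching counted regions of all groups, not only those that could be called gained or lost in a comparison. There were 10 lists of pathways: secretory and inflammatory genes, the NOTCH pathway, TGF-beta and matrix, smooth muscle, cell cycle, CDK inhibitors, RAS and MAPK targets, AP-1 and C/EBP factors, HMG proteins and housekeeping genes. Another 6 held cell type markers: fibroblast, epithelial, MCF7, A549, liver, and other tissues. SERPINE1, JUN, JUNB, FOS, FOSL1, CEBPB and FOXA1 were each in 2 lists. Motif searches used 100 bp on each side of the summit and the reversed motif as a control.

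Genes named in the text followed a rule. Always named were HMGA1, HMGA2, GAPDH, IL1A, IL1B, CCL3, CCN2, JAG1, HEYL, HEY1 and HES1. Eligible besides were up to 4 members per list with the most gained and lost regions, the 10 genes with the most gained and the 5 with the most lost regions in a comparison, and the 5 gained and 3 lost regions of best median rank. The groups, tests, gene lists, naming rule and most alternative settings were fixed before the data were examined. The alternatives were stricter q-values, all deposited libraries, each library left out, other overlap and call rules, equal length, thinning to the lowest depth and a replicate block. Splitting RIS+shHMGA1 by depth was added after the depths were seen.

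The calls were tested on simulated data. For RIS against Growing, 200 planted strong gains among 248915 regions were recovered at 88% and weak ones at 36.5%, with expected shares of 90.4% and 33.6%, and 738 and 627 regions that were not planted were also called. For RIS+shHMGA1 against RIS recovery was 84.5% and 20%, with 235 other calls. The retention test had 0 of 20 simulations without change below 0.05 and 5 of 5 with a lowered share. The gene list test on RIS against Growing, over 18371 genes, found 0 of 20 unchanged lists and 20 of 20 with doubled gains. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.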

Results

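Accessible chromatin was profiled by ATAC-seq, in which a transposase inserts sequencing adapters into open DNA, in IMR90 cells, a line of human lung fibroblasts. The cells carried an oncogenic HRAS fused to the oestrogen receptor, which 4-hydroxytamoxifen (4OHT) switches on. The 24 libraries fell into 8 groups: untreated cells (Growing, 4 libraries), cells given 100 nM 4OHT for 6 days, which enter RAS-induced senescence (RIS, 3), cells with the active intracellular domain of NOTCH1 (N1ICD) and no 4OHT, which enter NOTCH-induced senescence (NIS, 3), cells with both (N+RIS, 3), RIS cells with a short hairpin against HMGA1 (RIS+shHMGA1, 5), and RIS cells grown beside MCF7 breast, A549 lung or Hep3B liver tumour cells and recovered by flow sorting for a red fluorescent protein (2 each). In the study's account, Growing and RIS cells carried a control vector in place of N1ICD, and no control hairpin is named. Each library was a list of 52224 to 197002 peaks, from an estimated 11.5 M to 50.8 M reads. The NIS and the N+RIS library with the fewest peaks were left out, which kept 2 of each. A region was called gained or lost when every library of 1 group and no library of the other had a peak there. Libraries of the Growing and RIS groups shared a set of narrow peaks seen in no other kept library, so each comparison of Growing or RIS with another group set libraries with these peaks against libraries without them.

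RIS and NIS libraries both held far more peaks than Growing libraries. On chromosomes 1 to 22 and X, Growing libraries held 80771 ± 6458 peaks (SD, n = 4), RIS libraries 154353 ± 12653 (n = 3) and NIS libraries 177442 ± 893 (n = 2). The highest number was in N+RIS, at 193112 ± 3959 (n = 2). RIS+shHMGA1 libraries held 132805 ± 15986 (n = 5), and the co-cultures 167732 ± 11319 with MCF7, 159134 ± 11066 with A549 and 110246 ± 716 with Hep3B (n = 2 each). RIS libraries held 1.91 times as many peaks as Growing libraries (exact two-sided permutation p = 0.0286, the smallest that 35 splits allow; Benjamini-Hochberg 0.16 over 8 tests). NIS libraries held 2.20 times as many, with an exact p of 0.0667, the smallest of 15 splits (adjusted 0.16). No comparison of peak numbers passed 0.05 after adjustment, and groups of 2 against 3 cannot give an exact p below 0.1. Peaks shared by at least 2 libraries numbered 83467 in Growing, 145071 in RIS, 148721 in NIS, 161713 in N+RIS, 146404 in RIS+shHMGA1, and 141498, 135103 and 89903 with MCF7, A549 and Hep3B. Merged, they made 248915 regions covering 88.4 Mb.

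**Figure D1:**
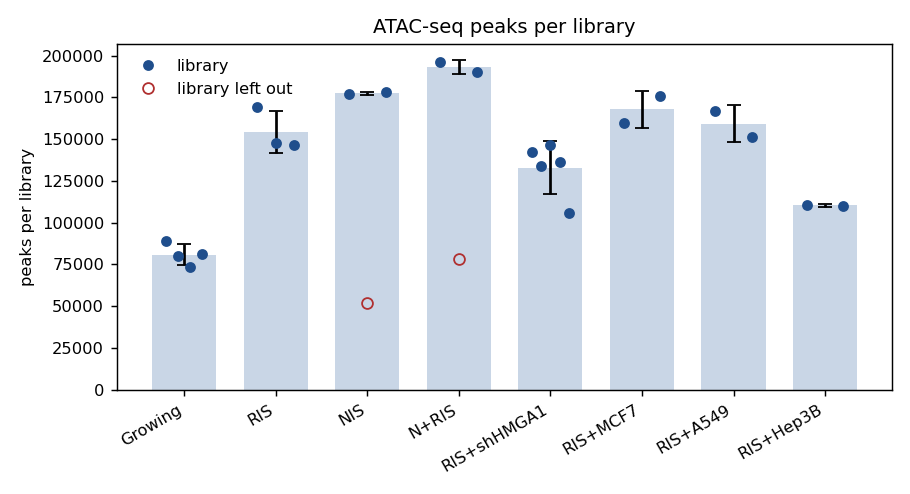
Peaks per library (vertical axis, chromosomes 1 to 22 and X) for each of the 8 groups: points are libraries, bars are group means over the libraries kept, error bars are SD, and open red circles are the 2 libraries left out. Growing libraries averaged 80771 peaks and the 3 RIS libraries lay between 146601 and 168954.

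The first comparison asked what oncogenic RAS did to the open chromatin of Growing cells. Gains outnumbered losses: 32512 regions had a peak in all 3 RIS libraries and none of the 4 Growing libraries, and 797 showed the reverse. With a call from 2 libraries against at most 1 the counts were 69633 and 8727, and with a −log10 q of at least 10 they were 14171 and 486. Genes with the most gained regions nearby were PDE4D, a cyclic AMP phosphodiesterase (27 regions), NTM, a neural adhesion molecule (20), CREB5, a transcription factor of the CREB family (17), ABTB3 (17), and CELF2, an RNA-binding protein (16). The inflammatory cytokine IL6 had 7 gained regions of 33, the secreted hormone STC1 had 7, the growth factor BMP2 had 6, and CEBPB, a transcription factor that drives inflammatory secretion in senescence, had 6 of 19. None of these 4 genes had a lost region.

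Across the senescence-associated secretory and inflammatory list, 84 gained regions lay near 32 of its 38 genes, against 75.8 near random lists matched on the number of regions (1.11 times, permutation p = 0.457, adjusted 1 over 224 list tests, two-sided). The gene IL1A, an upstream cytokine of that secretome, had 1 gained region, 15098 bp from its transcription start site (TSS), on chromosome 2 from 113557001 to 113557294 (hg19). That region had a peak in 3 of 3 RIS, 4 of 5 RIS+shHMGA1 and 1 of 2 N+RIS libraries, and in no Growing, NIS or co-culture library. At IL1B, its neighbour and a related cytokine, 3 regions were gained, and at the chemokine gene CCL3 2 were, of which 1 covered the CCL3 promoter (chromosome 17, 34417397 to 34418088). Upstream of HMGA1, which encodes a DNA-bending protein of senescent heterochromatin, 2 intergenic regions were gained, on chromosome 6 from 34168216 to 34168468 and from 34169605 to 34169762. They lay 36299 and 34972 bp from the TSS, and neither had a peak in any Growing, NIS or N+RIS library. HMGA2, its close relative, had 1 gained region of 29. The housekeeping gene GAPDH, a glycolytic enzyme, had none, and its promoter peak on chromosome 12 (6643127 to 6643996) was present in all 22 libraries kept.

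Genes of the matrix and of TGF-beta signalling gained fewer regions than matched lists: 53 near 20 of 30 genes against 96.2 (0.551 times, permutation p = 0.0002, the smallest that 10000 lists allow, adjusted 0.0224). With lists of equal length the ratio was 0.298 (adjusted 0.0448), and the list then also had 2.12 times the matched number of losses (adjusted 0.0448). With only regions within 10 kb of a TSS the ratio of gains was 0.544 and did not pass. Within the list SMAD7, an inhibitor of TGF-beta signalling, had 7 gained regions, fibronectin (FN1) 6, and the collagen gene COL5A1 and the matrix gene POSTN 5 each. Fibroblast identity genes had 22 gained regions against 46.3 (permutation p = 0.0014, adjusted 0.0784), of which TWIST2, a mesenchymal transcription factor, held 5. The NOTCH pathway list had 27 against 46.2 (permutation p = 0.0186, adjusted 0.260), with 5 at the receptor NOTCH2 and 4 at the ligand JAG1. Targets of RAS and MAPK signalling had 45 against 69.2 (permutation p = 0.014, adjusted 0.242, and 0.045 at equal length), 8 of them at the AP-1 gene JUN, 5 at DUSP5, a MAPK phosphatase, and 4 at MYC, a growth regulator. The list of AP-1 and C/EBP factors had 37 against 37.8, including 6 at the stress-response factor ATF3. Cell cycle genes had 38 against 32.6, of which the G1/S cyclin CCNE1 held 7, and CDK inhibitors 13 against 19.99. Smooth muscle genes had 21 against 29.4, HMG genes 10 against 15.1, and housekeeping genes 19 against 23.8. Markers of epithelium had 19 against 25.3, of MCF7 cells 13 against 20.8, of A549 cells 8 against 14.4, of liver 17 against 17.2 and of other tissues 26 against 19.9. Apart from the TGF-beta and matrix list, no list passed the adjusted threshold here. Lists were matched on all regions, while only the 143318 regions with no peak in Growing could be gained. Genes with more regions already open in Growing cells had fewer left to gain. The ratios of gains therefore do not by themselves show an effect of RAS on these genes.

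The gained region of best rank in RIS lists was intergenic, on chromosome 6 from 9574376 to 9574781, and its nearest coding gene, the transcription factor TFAP2A, began 838054 bp away. It had a peak in every kept library outside the Growing group. The next was 1712 bp from DEFB4B, a defensin gene, on chromosome 8 from 7275839 to 7276318. Of lost regions, the best ranked was in an intron of GALNT10, a glycosylation enzyme (chromosome 5, 153623285 to 153623849), with a peak in 4 of 4 Growing, 0 of 3 RIS and 2 of 2 NIS libraries. Lost regions were most frequent at ADGRL2, an adhesion receptor, EPB41L2, a membrane skeleton protein, and NRP2, a semaphorin co-receptor, with 3 each. Gains made up 97.6% of calls, but with the best 73215 peaks of every library 8582 regions were gained and 5416 lost, a share of 61.3%. The 797 losses became 1213 without Growing replicate 3 and 1477 without RIS replicate 1.

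**Figure D2:**
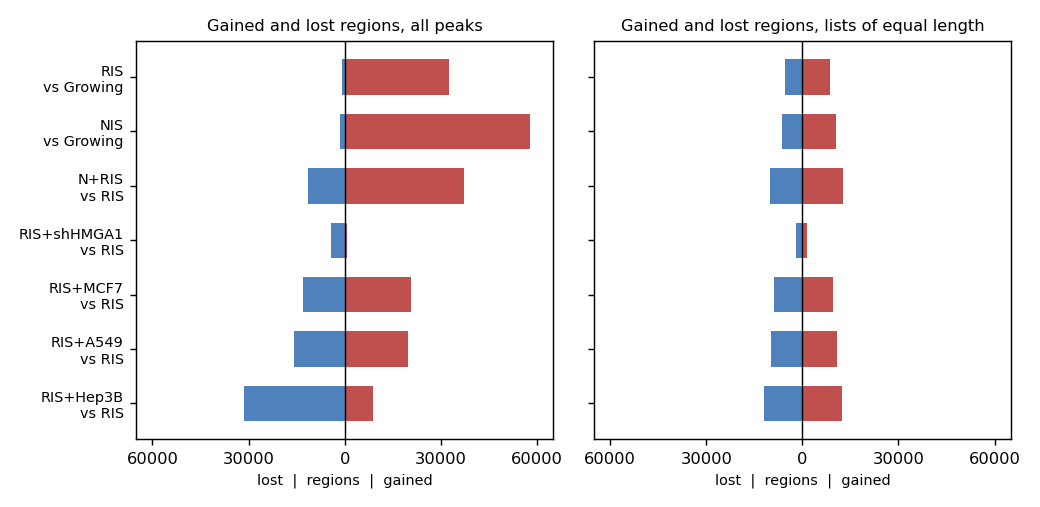
Number of regions (horizontal axis) gained (red, to the right) and lost (blue, to the left) in each of the 7 comparisons (vertical axis), with all peaks (left) and with the best 73215 peaks of every library (right); bars are counts with no error bar. The excess of gains in RIS and NIS over Growing was much smaller at equal length: 8582 against 5416 and 10402 against 6463, where a fixed length pushes the counts towards balance.

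The comparison of NIS with Growing asked which regions N1ICD opens without RAS. NIS libraries gained 58001 regions over Growing and lost 1395. Of the 15 splits of these libraries, 5, the real one included, gave as many losses (highest other 2928). That count decides nothing, since splits that set Growing libraries alone against the rest count NIS gains as losses. With all deposited NIS libraries the gains were 5810, and with a call from 2 libraries against at most 1 the losses were 8999. FOXP1, a forkhead transcription factor, had 30 gained and 2 lost regions of 121, NEDD4L, a ubiquitin ligase, 26 and 0, the phosphodiesterase PDE4B 25 and 4, and IQSEC1, a regulator of ARF proteins, 24 and 0. Of known NOTCH genes JAG1, the ligand that passes the signal to neighbouring cells, had 15 of 47, the NOTCH target genes HEY1, HES1 and HEYL had 10 of 33, 6 of 29 and 2 of 12, and the receptor NOTCH2 had 9 of 42. At JAG1, regions on chromosome 20 from 10662251 to 10662612 and from 10693882 to 10694292 had a peak in both NIS and both N+RIS libraries and in no other kept library. The same held for a region 1050 bp from the HES1 TSS, in an intron (chromosome 3, 193854837 to 193855065), and for a region near HEY1 (chromosome 8, 80614793 to 80615155).

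The NOTCH list as a whole held 90 gained regions near 19 genes against 76.6 for matched lists (1.17 times, permutation p = 0.253, adjusted 0.820). TGF-beta and matrix genes held 197 against 156.0 (1.26 times, permutation p = 0.0158, adjusted 0.242, and 1.05 times at equal length), with 17 of 28 regions at PDGFA, a mitogen of fibroblasts, 16 of 39 at COL5A1, 14 at the signalling inhibitor SMAD6 and 11 at POSTN. CCN2, a matrix-linked TGF-beta target, had 9 of 26, while its promoter (chromosome 6, 132272173 to 132272813) was open in all 22 libraries kept. Smooth muscle and contractile genes held 70 against 49.3 (1.42 times, permutation p = 0.033, adjusted 0.352), including 13 at SYNPO2, an actin-binding protein, 12 at caldesmon (CALD1) and 7 of 19 at smooth muscle actin (ACTA2). The inflammatory list held 120 against 127.8, with 11 each at INHBA, an activin subunit, and TNFAIP3, an inhibitor of NF-kB, 2 at IL1A and 3 at IL1B. HMGA1 had no gained region and HMGA2 had 6. No list passed the adjusted threshold for NIS in either direction.

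The best-ranked gained region in NIS lay 26259 bp from CREB1, a cyclic AMP response factor (chromosome 2, 208368018 to 208368392), and was open in every RIS and co-culture library as well. The best-ranked lost regions were in introns of MAP3K1, a kinase upstream of JNK (chromosome 5, 56156852 to 56157068), and TCEA1, a transcription elongation factor (chromosome 8, 54892500 to 54892711), and 106335 bp from ELAVL2, an RNA-binding protein. All 3 were among 240 regions with a peak in all 7 Growing and RIS libraries and none of the other 15 kept, which made up 17.2% of the losses in NIS. Gains were 97.7% of calls, and 61.7% at equal length, with 10402 gained and 6463 lost. With 2 NIS libraries, fewer absences or presences were needed for a call than in RIS.

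Regions gained in RIS and in NIS overlapped in part. Both comparisons gained 10590 regions, 32.6% of those of RIS and 18.3% of those of NIS. The shared count was 969 at equal length, 1247 with all deposited libraries, 5021 with a −log10 q of at least 10 and 25366 with a call from 2 libraries against at most 1. Independent lists would share 7576 over all regions and 13158 over the 143318 that had no peak in Growing and could have been gained. Groups with no change simulated against the same Growing libraries shared 279 on average (100 simulations). Splitting the Growing libraries 2 and 2 left the shared count as it was by construction, and its expectation was 10597 over 6 splits. Lost regions shared by both numbered 65, against 21.4 for independent lists over 51918 regions and 102 in the simulations.

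N+RIS was compared with RIS to see whether NOTCH activity alters what RAS opens. Of the regions gained in RIS, N+RIS libraries had a peak at 63.1%, against 81.7% for a RIS library left out of the definition, a difference of −18.5 points. With each library dropped in turn this ran from −19.2 to −12.2 points. At equal length the shares were 35.5% and 79.1%, a difference of −43.6 points. N+RIS libraries had a peak at 69.4% ± 1.12 of the regions gained in NIS, and RIS libraries at 28.9% ± 3.8. Both differences had an exact two-sided permutation p of 0.1, the smallest possible with 2 against 3 (adjusted 0.1 and 0.167, 5 tests each). The Jaccard index was taken on merged consensus regions, as those with a peak in both libraries over those with a peak in either. On the best 73215 peaks, the mean index of N+RIS was 0.621 with NIS libraries, 0.505 with RIS and 0.515 with Growing. RIS and NIS libraries scored 0.432 with each other.

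Between N+RIS and RIS 37369 regions were gained and 11359 lost. Dystrophin (DMD) had 22 gained and 4 lost regions, ARHGAP24, a RAC regulator, 20 and 2, and the potassium channel subunit KCNIP4 18 and 4. Regions near the NOTCH feedback inhibitor NRARP were gained 7 times and lost 0 times. JAG1 had 6 gained and 2 lost, HEY1 6 and 1, HES1 5 and 2, and HEYL 0 and 2. The matrix gene THBS1 had 8 gained and 0 lost, and FN1 4 and 5. Losses were most frequent at CDYL, a chromatin corepressor, KSR1, a scaffold of the RAS pathway, NTM and SIPA1L2, with 10 each (2, 4, 7 and 1 gained), while TWIST2 had 5 lost and 2 gained. Both upstream HMGA1 regions were lost and 1 HMGA1 promoter region was gained, on chromosome 6 from 34204381 to 34204760, with a peak in 0 of 3 RIS, 2 of 4 Growing and all libraries of the remaining groups. The gene was not without a promoter peak in RIS: every RIS library had one at each of the 9 HMG genes, HMGA1 included. Inflammatory genes lost 30 regions against 27.7 near matched lists and gained 63 against 67.3, with 7 gained at TNFAIP3 and 6 at the cytokine gene LIF. NOTCH genes gained 45 against 40.2 and TGF-beta and matrix genes 93 against 79.9, and no list passed the adjusted threshold.

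The best-ranked gain lay 501906 bp from GABRG1, a GABA receptor subunit, on chromosome 4 from 45623974 to 45624352, open in both NIS and both N+RIS libraries and no other kept library. The best-ranked losses, at MAP3K1, in an intron of SLC25A1, a citrate carrier (chromosome 22, 19179093 to 19179305), and near ELAVL2, belonged to the narrow peaks of Growing and RIS libraries. Gains were 76.7% of calls and 55.9% at equal length, with 12828 gained and 10117 lost.

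**Figure D3:**
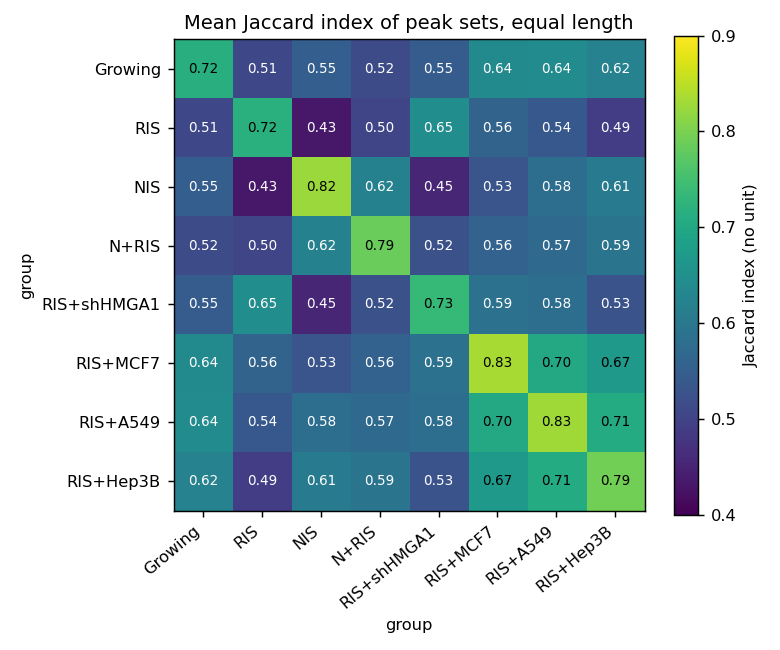
Mean Jaccard index (colour and printed value, no unit) between libraries of each pair of groups, on the best 73215 peaks of each library; rows and columns are the 8 groups. N+RIS scored 0.621 with NIS and 0.505 with RIS.

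RIS+shHMGA1 was compared with RIS to ask which RAS-opened regions need HMGA1. The promoter region of HMGA1 just named had a peak in 5 of 5 RIS+shHMGA1 libraries, and the upstream regions in 2 and 0 of 5. Peaks say nothing of the amount of HMGA1 left. RIS+shHMGA1 libraries had a peak at 62.5% of regions gained in RIS, −19.2 points from the left-out RIS library (exact two-sided permutation p = 0.0179, the smallest of 56 splits, adjusted 0.0893 over 5 tests). At regions gained in NIS their share was 22.3% ± 4.65 (n = 5), −6.58 points from RIS (exact p = 0.0357, adjusted 0.167), and at equal length −2.40 points (13.4% against 15.8%). At RIS-gained regions the difference at equal length was −16.6 points. Estimated reads split the group, at 11.5 M to 13.3 M in replicates 1 to 3 and 46.1 M to 50.8 M in replicates 4 and 5. Replicates 1 to 3 held 68.2% of RIS-gained regions (exact p = 0.05, the smallest of 20 splits) and replicates 4 and 5 held 53.8% (exact p = 0.1, the smallest of 10), −13.4 and −27.8 points from RIS.

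Here 4117 regions were lost and 685 gained. The calcium channel subunit CACNB2, the cadherin FAT3 and the forkhead factor FOXQ1 had 7 lost regions each, CYRIA, a RAC1 inhibitor, 5, and TWIST2 4. The CDK inhibitor CDKN1C had 2 lost, and HEYL 1. Inflammatory genes lost 6 regions against 8.34 near matched lists, each at a different gene, among them the chemokines CXCL1, CCL8 and CCL20 and the alarmin IL33. IL1A, IL1B, CCL3, HES1 and HEY1 had neither gains nor losses. Cell cycle genes lost 0 against 4.25 (permutation p = 0.0346, adjusted 0.352), and no list passed the adjusted threshold. The androgen receptor AR, the calcineurin subunit PPP3CA, NETO1 and TM4SF4 had 3 gained each, and NETO1 1 lost. The best-ranked gain was at the promoter of GABRB3, a GABA receptor subunit, 170 bp from its TSS (chromosome 15, 26874087 to 26874672), and another was in an untranslated region of EDNRB, an endothelin receptor (chromosome 13, 78470735 to 78471009). The best-ranked losses were again the MAP3K1, SLC25A1 and ELAVL2 regions. Gains were 14.3% of calls and 43.4% at equal length (1452 gained, 1891 lost). The losses became 7237 without RIS replicate 2 and 7923 without RIS replicate 3, and the gains 1742, 1049 and 1074 without RIS replicates 1, 2 and 3 and 1472 without RIS+shHMGA1 replicate 5.

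Co-culture asked whether tumour cells alter the chromatin of RIS fibroblasts beside them. Sorted fibroblasts had a peak at fewer RIS-gained regions than the left-out RIS library: 53.7% after MCF7, 46.8% after A549 and 20.4% after Hep3B, against 81.7%, or −28.0, −34.9 and −61.3 points. Each exact two-sided permutation p was 0.1, the smallest possible (adjusted 0.1 over 5 tests). At equal length the shares were 24.9%, 20.1% and 15.0%, against 79.1%. Regions present in both Growing and RIS and matched on rank were found in 91.5% to 92.4% by Hep3B libraries. At NIS-gained regions the shares were 37.7% ± 4.09 after MCF7 (exact p = 0.2, adjusted 0.25), 41.3% ± 3.67 after A549 (exact p = 0.1, adjusted 0.167) and 24.3% ± 0.369 after Hep3B (exact p = 0.3), against 28.9% ± 3.8 in RIS. At equal length MCF7 (12.2% against 15.8%) and Hep3B (27.1%) turned direction. Jaccard indices with Growing were 0.637, 0.642 and 0.621 for MCF7, A549 and Hep3B, with RIS 0.560, 0.538 and 0.491, and with NIS 0.532, 0.580 and 0.609.

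**Figure D4:**
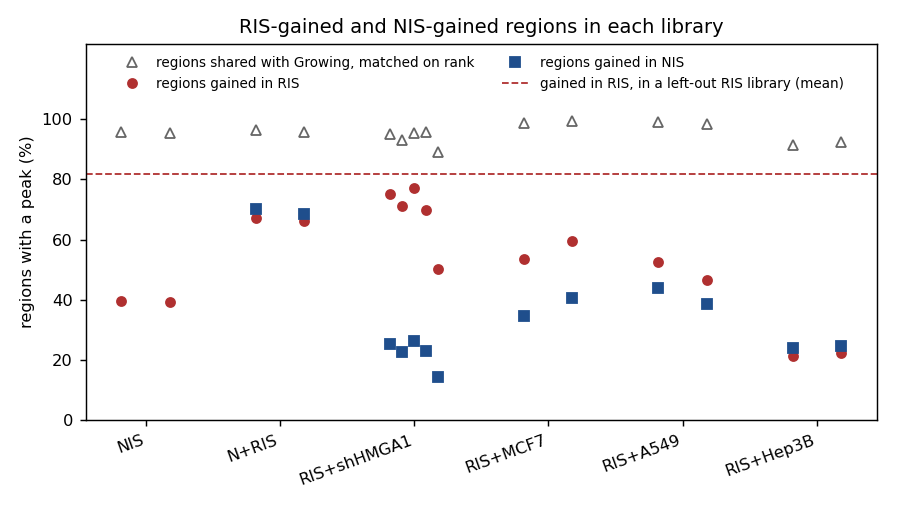
Percent of regions with a peak in each library (vertical axis) by group: red points are regions gained in RIS, blue points regions gained in NIS, and triangles regions present in both Growing and RIS matched on rank. The dashed line at 81.7% is the mean of left-out RIS libraries, for regions called on 2 RIS libraries, while the points use regions called on all 3; Hep3B libraries had a peak at 21.5% and 22.3% of RIS-gained regions.

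Beside MCF7 cells 20837 regions were gained and 13041 lost against RIS. TGFB2, a TGF-beta ligand, had 10 gained and 0 lost, its signal transducer SMAD3 9 and 0, HES1 6 and 1 and NRARP 5 and 0. PRICKLE2, a planar polarity gene, had 16 gained and 8 lost. CACNB2 had 11 lost and 2 gained, CREB5 10 and 2, and the axon guidance gene NAV2 10 and 11, and IL6 had 5 lost and 3 gained. IL1A and CCL3 each had 1 lost, GAPDH had 1 gained, and HEYL had 2 lost. TGF-beta and matrix genes gained 82 regions against 63.7 near matched lists (permutation p = 0.0538, adjusted 0.477), and at equal length 1.91 times the matched number (adjusted 0.0299). Inflammatory genes lost 38 against 30.4 (adjusted 0.821). The best-ranked gain was in an intron of RNF122, a ubiquitin ligase (chromosome 8, 33407774 to 33408283), open in both libraries of each co-culture, in 1 of 5 RIS+shHMGA1 libraries and in no other.

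Beside A549 cells 19636 regions were gained and 15695 lost. FOXF1, a lung mesenchyme transcription factor, had 7 gained and 0 lost, SMAD6 7 and 0, NRARP 7 and 0, LTBP2, a TGF-beta binding protein, 7 and 1, and FOXA2, an endoderm factor and A549 marker, 4 and 0. CREB5 had 14 lost and 2 gained, CACNB2 12 and 4, and CCNE1 6 and 0. TGF-beta and matrix genes lost fewer regions than matched lists, 22 against 46.7 (0.471 times, permutation p = 0.0004, adjusted 0.0299), and this did not pass without RIS replicate 1 or 2 (adjusted 0.0597 each) or A549 replicate 1 (0.0768), nor with only regions within 10 kb of a TSS (0.501 times). Of the 15695 losses, 13745 were regions gained in RIS. The result on losses is therefore not independent of the fewer RIS gains near these genes. At equal length these genes lost 0.389 times the matched number (adjusted 0.0448) and gained 2.03 times (adjusted 0.0224), against 76 gained and 59.0 matched over all peaks (adjusted 0.626). Epithelial markers gained 27 against 15.2 (permutation p = 0.014, adjusted 0.242), and A549 markers 12 against 8.96. Among the best-ranked gains, a region 13628 bp from GOPC, a Golgi protein (chromosome 6, 117937041 to 117937496), was open in 2 of 4 Growing libraries, and the ELAVL2 promoter region (chromosome 9, 23826222 to 23826618) in 4 of 4. A region 10031 bp from MITF, a melanocyte factor (chromosome 3, 69778395 to 69778857), was open in both A549 and both MCF7 libraries, 1 of 5 RIS+shHMGA1 libraries and no Hep3B library.

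Beside Hep3B cells losses predominated, 31524 against 8937 gains, or 22.1% gains, but at equal length 12501 regions were gained and 11909 lost, 51.2% gains. Of the 10 splits of these libraries, 2, the real one included, gave as many gains (highest other 9573), and only the real one as many losses (highest other 3157). For gains that count decides nothing, since splits that set RIS libraries alone against the rest count losses as gains. NTM had 22 lost and 3 gained, PDE4D 21 and 2, CREB5 19 and 1, CACNB2 17 and 0 and ankyrin ANK3 17 and 3. IL6 had 9 lost and 1 gained, STC1 8 and 0, IL33 6 and 0, FOS and JUN 7 and 1 each, NOTCH2 7 and 0, FN1 7 and 0, TWIST2 7 and 0 and CCNE1 6 and 0. IL1A and CCL3 had 1 lost each and HMGA1 both upstream regions. The tumour suppressor gene DLC1 had 8 gained and 11 lost, SEPTIN9, a cytoskeletal gene, 8 and 3, and the matrix proteoglycan DCN 4 gained and 0 lost. TGF-beta and matrix genes lost fewer regions than matched lists (49 against 96.6, 0.507 times, permutation p = 0.0002, the smallest possible, adjusted 0.0224) and gained 41 against 25.1 (adjusted 0.242). Of the 31524 losses, 23129 were regions gained in RIS, so here too the result on losses is not independent of RIS gains. At equal length the ratios were 0.446 for losses (adjusted 0.0448) and 2.14 for gains (adjusted 0.0224), and within 10 kb of a TSS the ratio of losses was 0.420 and did not pass. Inflammatory genes lost 87 against 74.6 (adjusted 0.849), and liver markers gained 8 against 4.96. HNF4A, a liver transcription factor, had 4 gained and 0 lost. A region 706906 bp from FRG1, an RNA-processing gene, on chromosome 4 from 190155004 to 190155320, was open in both libraries of each co-culture and in no other kept library. The best-ranked losses in all 3 co-cultures were the MAP3K1, SLC25A1 and ELAVL2 regions of the narrow set.

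RIS-gained regions that were absent from every library of a group numbered 8409 for N+RIS (25.9%), 2953 for RIS+shHMGA1 (9.08%), 11467 for MCF7 (35.3%), 13745 for A549 (42.3%) and 23129 for Hep3B (71.1%). For RIS+shHMGA1 a region had to be absent from 5 libraries and for the other groups from 2. On these same regions the mean share present per library was 68.7% in RIS+shHMGA1 and 66.7% in N+RIS. At equal length, on regions called on 2 RIS libraries, the shares were 62.5% and 35.5%. N+RIS and RIS+shHMGA1 shared 1290 of them, 43.7% of those of RIS+shHMGA1, against 972 for independent lists matched on rank (1.33 times). N+RIS shared 4930 with MCF7 (1.55 times), 5940 with A549 (1.58 times) and 7935 with Hep3B (1.29 times), and MCF7 and A549 shared 8861 (1.76 times). Set against N+RIS, single left-out RIS libraries gave a ratio of 1.21 ± 0.0896 (n = 3), RIS+shHMGA1 libraries 1.16 ± 0.0368 (n = 5), and MCF7, A549 and Hep3B libraries 1.39, 1.41 and 1.19. Without RIS replicates 1, 2 and 3 in turn, the 1290 became 2131, 2740 and 3074. Without RIS replicate 3 the overlaps with MCF7, A549 and Hep3B became 7994, 9388 and 12062.

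Gained regions lay far from promoters. Of 45441 regions shared by Growing, RIS and NIS, 22.4% were within 1 kb of a TSS and mean GC content was 51.8%. For RIS these values were 2.22% and 45.7% in gained regions and 8.03% and 43.96% in lost ones, and for NIS 4.64% and 46.5%, and 1.36% and 41.9%. Introns held 47.0% of RIS gains and intergenic DNA 48.1%. RIS-gained regions absent in N+RIS had 44.3% GC, and those present 46.3%, while for RIS+shHMGA1 the values were 46.7% absent and 45.2% present. Per library, 18.5% ± 1.31 of Growing peaks (n = 4) and 11.2% ± 0.448 of RIS peaks (n = 3) lay within 1 kb of a TSS, −7.28 points (exact two-sided permutation p = 0.0286, adjusted 0.127 over 14 tests). Mean GC content was 50.2% in Growing, 48.1% in RIS (exact p = 0.0286, adjusted 0.127) and 48.6% in NIS (exact p = 0.0667, adjusted 0.127), and at equal length NIS turned to 0.424 points above Growing.

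Shares of regions with a binding motif were compared with no test, since regions are not replicates. The C/EBP motif, for the factors that drive inflammatory genes, was within 100 bp of the summit in 2.33% of RIS gains and 1.41% of shared regions. The AP-1 motif, bound by FOS and JUN proteins, was in 33.9% of RIS gains, 34.3% of shared regions, 19.2% of NIS gains and 14.4% of RIS losses. The RBPJ motif, bound by the DNA-binding partner of NOTCH, was in 24.6% of NIS gains, 19.5% of RIS gains and 18.4% of shared regions. The TEAD motif, for the factors of Hippo signalling, was in 27.2% of NIS gains, 15.0% of RIS gains and 33.8% of RIS losses. In RIS gains absent in N+RIS the C/EBP share was 2.85%, against 2.04% of those present, and the AP-1 share 25.7%, against 37.4%. The CTCF motif, of the chromatin loop anchor, was in 1.59% of shared regions, and the NF-kB motif in 4.35% of RIS gains, against 4.11% for its reversed sequence.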

Values the study reported

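The study reported 83,920 consensus peaks in Growing, 145,649 in RIS and 149,877 in NIS cells, each detected in at least 2 replicates. From read counts it found 44,556 regions more accessible and 9603 less accessible in RIS than in Growing cells, and 20,499 more and 15,444 less accessible in NIS cells. It gave 62.7% as the share of regions opened in RIS that N1ICD repressed. With the hairpin against HMGA1, 8909 regions opened in RIS were found to depend on that protein, of which 69.9% (6168) were also repressed by N1ICD. After co-culture, 66% (29,507), 72% (32,364) and 75% (33,581) of these regions were reported as repressed by MCF7, A549 and Hep3B cells. The same 3 co-cultures were reported to open 6948, 10,303 and 14,064 regions of the NIS set.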

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

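The tests chosen after the result was seen were those of enrichment and of other splits for RIS, of reads, equal length and sorting for Hep3B, and of depth, batch and other splits for RIS+shHMGA1, while the thinning, tumour DNA and GC tests were set before.

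RIS libraries held more peaks than Growing libraries, and gains outnumbered losses. Depth alone is argued against: with every library thinned to the lowest depth, RIS still held 1.98 times as many peaks, although thinning can only remove peaks and so works against deeper libraries. General enrichment of long lists is argued against as the whole cause, since in NIS libraries the share of RIS-gained regions with a peak differed by −56.1 points from that of matched shared regions. Chance is argued against for the 32512 gains, as large in 1 of 35 splits, the smallest share possible (highest other 931). For the 797 losses the splits decide nothing. As many came in 5 of 35 (highest other 4222), but splits that set Growing libraries alone against the rest count RIS gains as losses. Nor do the 5416 losses at equal length decide (1 of 35, highest other 852), since at a fixed length gained peaks displace others. For the same reason the move of the gained share from 97.6% to 61.3% at equal length shows no difference in enrichment, so RAS may open regions, while a part played by enrichment stays open.

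RIS-gained regions were least often detected after co-culture with Hep3B. Too few reads are argued against, since Hep3B libraries had 1.70 times the estimated reads of RIS. Lower enrichment is argued against as the whole cause of the gap to RIS, since at equal length the gap was −64.1 points. With MCF7 and A549 it was then −54.2 and −59.0 points, so this value does not tell why Hep3B was lowest. DNA of tumour cells stays open, although the cells were flow-sorted for a red protein only the fibroblasts carried: regions seen in the Hep3B co-culture alone lay near liver markers 7.18 times as often as near matched lists, more than the factor of 2 set in advance as a sign of tumour DNA. That ratio rests on 3 regions at 1 gene, HNF4A (permutation p = 0.0296, adjusted 0.71 over 48 tests), so the factor was too weak a bound and neither answer was taken. Promoters of liver markers were mixed. Those of the abundant liver genes ALB and AFP had no peak in any kept library. That of HNF4A had a peak in both Hep3B libraries, and those of APOA2, FGA, TF and AMBP in 1 of them, with none elsewhere. Sorting and the red protein were alike in all 3 co-cultures. Over all peaks they are argued against as the reason why Hep3B was lowest. Its higher library lay −24.3 points from the lowest MCF7 or A549 library. Hep3B lists were also shorter there, at a mean of 110246 peaks against 167732 with MCF7 and 159134 with A549. At equal length the gap was −4.80 points, too small to argue against a shared cause. With no RIS cells carrying the red protein grown alone, sorting and that protein stay open for the gap to RIS. An effect of the tumour cells may be 1 of several causes.

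RIS-gained regions were less often detected with the hairpin against HMGA1. The gap to the left-out RIS library was −16.0 points in the lowest of 5 GC bins, where it was smallest. It widened with each higher bin, to −24.6 points in the highest. A GC bias is therefore argued against as the whole cause, while a part played by it stays open. Low depth is argued against for replicates 4 and 5 only, which were deeper than every RIS library and had a gap of −27.8 points. These libraries were unequal, with a peak at 69.9% and 50.4% of regions called on all 3 RIS libraries. Thinned to the lowest depth, replicates 4 and 5 held 85589 and 67562 peaks, against 124843 to 149223 in RIS libraries. Lower enrichment therefore stays open for them. Replicates 1 to 3 had 11.5 M to 13.3 M estimated reads, fewer than every RIS library. For their gap low depth stays open. Chance is argued against for the 4117 losses, as large in 1 of 56 splits, the smallest share possible (highest other 868). For the 685 gains the splits decide nothing. As many came in 5 of 56 (highest other 1209), but splits that set RIS+shHMGA1 libraries alone against the rest count losses as gains. Nor do the 1452 gains at equal length decide (1 of 56, highest other 268), since at a fixed length other peaks fill the place of lost ones. Library batch stays open: replicates 1 to 3 had a gap of −13.4 points, but the narrow peaks of Growing and RIS libraries set RIS and RIS+shHMGA1 apart as batches would, so batch and hairpin cannot be told apart. Loss of HMGA1 may therefore be only part of the difference.

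A single library stood far from its group in 2 of 16 groups of values, where chance gives about 1 in 20. Growing replicate 1 had a mean GC content of 49.4%, against 50.46% to 50.54% in the other 3. RIS+shHMGA1 replicate 5 had a peak at 50.4% of RIS-gained regions, against 69.9% to 77.0% in the other 4.

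MCF7 and Hep3B co-cultures lay on opposite sides of RIS in peak number, 57486 apart (167732 and 110246, RIS 154353), but thinned to the lowest depth both lay below it (0.968 and 0.596 times). In the share of NIS-gained regions MCF7 lay 13.4 points above Hep3B (37.7% and 24.3%, RIS 28.9%) and A549 17.1 points above it (41.3%), but at equal length the order turned (12.2% and 21.3%, against 27.1% with Hep3B). These differences were not tested, since 2 libraries against 2 give no exact p below 0.333.

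The N+RIS library left out had a peak at 22.5% of the regions gained in N+RIS over Growing, against 5.20% ± 2.45 (n = 4, at most 8.57%) in Growing libraries left out in turn. For NIS replicate 1, also left out, the share of NIS-gained regions was 10.4%, within the range of Growing libraries (6.13% ± 3.28, at most 10.8%).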

How the results depend on the processing

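The settings that take only some RIS+shHMGA1 libraries were added after the depths were seen; all others were planned. Of 818 alternative values, 657 kept their direction and side of the threshold or moved little. Another 51 lost the threshold, 4 passed it, 94 moved and 12 reversed. For exact permutation tests the threshold was set against p before adjustment, and for gene lists against adjusted p. Groups too small to reach the threshold could not lose it. Leaving out a library can raise the smallest possible p to the threshold or above, which forces a loss. Kept and lost thresholds therefore partly reflect group size and do not measure robustness. The cause of a change was not tested except where the setting itself gives it.

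With a −log10 q of at least 10, consensus peaks numbered 34996, 60419, 77739 and 82712 in Growing, RIS, NIS and N+RIS, 71377 in RIS+shHMGA1 and 83259, 80395 and 45186 with MCF7, A549 and Hep3B. Gains and losses were 14171 and 486 in RIS and 37025 and 566 in NIS, sharing 5021 gains. RIS+shHMGA1 differed from RIS by −12.9 points at RIS-gained and −1.16 at NIS-gained regions, Hep3B reversed to 4.61 points at NIS-gained regions, N+RIS was nearer NIS than RIS by 0.134 in Jaccard index, and regions absent in N+RIS and in RIS+shHMGA1, MCF7, A549 or Hep3B numbered 440, 1694, 2131 and 3209. The promoter share of RIS+shHMGA1 exceeded that of RIS by 2.38 points, GC content of RIS differed from Growing by −2.52 points, and 6 list results passed in place of 3. With at least 5, these were −4.97 points at NIS-gained regions, 0.119 in Jaccard index and 2.02 points of promoter share. Fewer peaks remain under these settings by construction.

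With lists of equal length, gains and losses were 8582 and 5416 in RIS and 10402 and 6463 in NIS, sharing 969 gains. Reversed values were −3.52 points for MCF7 and 11.3 for Hep3B at NIS-gained regions, 1.41 points of promoter share and 0.572 of GC content for N+RIS against RIS, and 0.424 of GC content for NIS against Growing. The promoter share of RIS+shHMGA1 exceeded RIS by 2.1 points, GC content in RIS differed by −1.33, and 8 list results passed. With all deposited libraries NIS gained 5810 regions, 1247 of them shared with RIS, since a shorter list must also hold the peak. RIS+shHMGA1 then differed by −5.61 points at NIS-gained regions, Jaccard index by 0.111, and 1 list result passed. Reversed there were Hep3B (11.3 points), promoter share (1.54) and GC content (0.669) of N+RIS against RIS.

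With a call from 2 libraries against at most 1, RIS had 69633 gains and 8727 losses and NIS 8999 losses, the shared gains were 25366, and RIS+shHMGA1 differed by −6.53 points at NIS-gained regions. Growing limited to 2 libraries gave 1779 losses in RIS and 2498 in NIS. Absence judged by consensus peaks gave overlaps of 3362, 8962, 10364 and 12873, and a peak in every replicate 52630 consensus peaks in Growing and 84698 in RIS+shHMGA1. Similarity differed by 0.112 with all peaks and 0.141 with the best 20000. Within 10 kb of a TSS, 0 list results passed (the TGF-beta and matrix calls were lost). Thinning reversed the peak ratios of MCF7 (0.968) and A549 (0.987) to RIS.

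RIS+shHMGA1 replicates 1 to 3 gave −13.4 points at RIS-gained and −4.21 at NIS-gained regions, and replicates 4 and 5 gave −27.8 and −10.1, with 3264 regions absent also in N+RIS. In a replicate block, the ratio of RIS to Growing peaks was 1.91 with an exact permutation p of 0.25, the smallest there; no other call moved under the block. Replicate numbers do not pair the libraries: correlations of same-numbered libraries ran from −0.0106 to 0.0175 over 18 pairs, and own number was best in 5.

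Leaving out 1 library at a time gave ranges of 1.82 to 1.98 for the RIS to Growing peak ratio, 0.98 to 1.08 for A549 to RIS (below 1 without A549 replicate 1), 990 to 1477 losses in RIS, −7.74 to −4.39 points for RIS+shHMGA1 at NIS-gained regions and 0.108 to 0.146 in Jaccard index. Overlaps of absent regions ran from 1299 to 3074, 4958 to 7994, 5985 to 9388 and 8043 to 12062. Promoter share ran from −7.92 to −6.98 for RIS against Growing and 1.32 to 2.07 for RIS+shHMGA1 against RIS, GC content from −2.38 to −1.99, and list results from 2 to 5. The highest overlaps and the 5 list results came without RIS replicate 3, and losses were 1213 without Growing replicate 3 and 1477 without RIS replicate 1. Depth limits all absences, since a weak peak can be missed in any library.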

Other observations

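The test of narrow peaks was set before its result was seen, and the genes named at regions of single co-cultures were chosen after their values were seen.

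Promoters of matrix and fibroblast genes were another readout, with no test. Of 30 TGF-beta and matrix genes, a promoter peak was found at a mean of 23 in Growing, 21 in RIS, 29.5 in NIS, 28 in N+RIS, 23.8 in RIS+shHMGA1 and 27.5, 28 and 26.5 with MCF7, A549 and Hep3B. At equal length the values were 22 in Growing, 10 in RIS, 19 in NIS, 14.5 in N+RIS and 21.5 with Hep3B. Of 18 fibroblast identity genes, such as PDGFRA, VIM and TWIST1, 12.75 had a promoter peak in Growing, 12 in RIS and 18 in NIS, and at equal length 11.75, 4 and 11. The means were also 18 in N+RIS, 15.2 in RIS+shHMGA1 and 18, 18 and 17.5 with MCF7, A549 and Hep3B. Over all peaks Growing and RIS, which share the narrow peaks, were thus lowest, so batch and group cannot be told apart. At equal length those other groups had 5.5, 7.2, 8, 12 and 14, and RIS alone was lowest. Of 38 inflammatory genes the means were 24, 29.7 and 30, and at equal length 23.25, 16.3 and 21. NOTCH promoters numbered 14.5 in Growing, 16 in RIS, 21.5 in NIS, 20 in N+RIS, 18.2 in RIS+shHMGA1 and 18 with Hep3B, of 23. Cell cycle promoters were open nearly throughout, at 32.75, 32 and 34 of 34 in Growing, RIS and NIS.

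Some regions were open in both libraries of a co-culture and in no other group: 2989 with MCF7, 1520 with A549 and 717 with Hep3B. With Hep3B they included the promoter of HNF4A, a liver transcription factor (chromosome 20, 42984055 to 42984381), and further HNF4A regions at 43039961 to 43040172 and 43062919 to 43063202. They also included the promoter of HNF1B, a transcription factor of liver and kidney listed here among A549 markers (chromosome 17, 36104999 to 36105233). Their ranks were weak, at 71.6%, 72.1% and 83.2% of the list for HNF4A. Promoters of APOA2, an apolipoprotein, FGA, a fibrinogen chain, TF, transferrin, and AMBP, a plasma protein precursor, had a peak in 1 of 2 Hep3B libraries and in none elsewhere. Of 22 liver markers, a mean of 10 promoters had a peak with Hep3B and 6 in RIS. The promoter of FOXA2 had a peak in both A549, both Hep3B and 1 of 2 MCF7 libraries. With MCF7, the promoter of GRHL2, an epithelial factor (chromosome 8, 102504395 to 102505061), was open in both libraries and nowhere else, at a rank of 84.5%. Regions of the Hep3B co-culture alone lay near A549 markers 8.01 times as often as matched lists (permutation p = 0.0276, adjusted 0.71 over 48 tests), again from 3 regions.

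A hypothesis of library batch was tested on narrow peaks. In all 7 Growing and RIS libraries and none of the other 15 kept, 240 regions had a peak, against 28 with the reverse pattern. Among them 61 lay in the best 1% of ranks, 192 to 238 bp wide with a median of 213 bp, while 587 other regions of that rank had a median of 732 bp. Their median fold was 22.5, 2 lay within 1 kb of a TSS and their mean GC content was 43.8%. Batch predicted that the left-out NIS and N+RIS libraries would show them, and 0% did, which met the bound of at most 10% set against it. That bound was wrong, since nothing ties the left-out libraries to the batch of Growing and RIS: their shortest peaks were 114 and 111 bp, against 110 bp in all 7 Growing and RIS libraries, and the labels give no batch. A library batch may lie behind these peaks, but batch and group cannot be told apart here.

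Gains in RIS numbered 32512 and losses 797, and in NIS 58001 and 1395, from presence and absence of peaks. These counts have other thresholds than the read-count calls of the study quoted above and were not compared with them. Of the regions gained in RIS, 25.9% had no peak in N+RIS, and 35.3%, 42.3% and 71.1% had none after MCF7, A549 and Hep3B. Over all peaks, those of N+RIS, MCF7 and A549 are lower than the repressed shares quoted from the study above, and that of Hep3B is close. The mean share per library with a peak was taken on regions called on 2 RIS libraries. It was 63.1%, 53.7%, 46.8% and 20.4% over all peaks and 35.5%, 24.9%, 20.1% and 15.0% at equal length, and so depends on list length, least with Hep3B. Of the RIS-gained regions absent in RIS+shHMGA1, 43.7% were absent in N+RIS. Over all peaks, that is lower than the share quoted from the study above. The shares set against those of the study count regions with no peak in any library of a group. Those of the study rest on read counts with other thresholds, so lower need not mean less repression. The consensus counts of Growing, RIS and NIS used the same rule as the study's.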
